A study of Mus musculus with 16 samples. Its data were reported in "The nonsteroidal anti-inflammatory drug sulindac reverses obesity-driven immunosuppression and triple-negative breast cancer progression" (2025).

How the data were processed

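Gene expression had been measured in single cells of E0771 tumours with the 10x Genomics 5' chemistry. Tumours were dissociated with a cold-active protease and cells flow-sorted for viability and against doublets. The labels list 16 samples, 4 in each of the groups Con, ConSul, DIO and DIOSul. The high-fat diet held 60 kcal% fat, and sulindac was given at 140 ppm from 5 weeks before tumour cells were injected. The authors aligned the reads to mm10 with Cell Ranger. The deposited matrices hold raw, whole-number UMI counts for 737280 barcodes and 21860 genes, the GFP-luciferase reporter among them. Matrices of 13 samples were used. Con 2, DIO 1 and DIOSul 1 were not analysed here. A planned comparison of T cell receptor V gene diversity was not run.

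Library totals in UMIs were 29542414 (Con 1), 36911272 (Con 3), 27480316 (Con 4), 61980440 (ConSul 1), 35708508 (ConSul 2), 43622069 (ConSul 3), 41873113 (ConSul 4), 70023715 (DIO 2), 30022955 (DIO 3), 29136974 (DIO 4), 35382244 (DIOSul 2), 76609941 (DIOSul 3) and 59055975 (DIOSul 4). Barcodes with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs were kept as cells, 1987 to 3815 per library, with a median of 4631 to 10094 UMIs and 1723 to 2729 genes. By Scrublet scores per library, the highest-scoring cells were removed at 0.8% per 1000 cells (988 of 39462), which left 38474. Cells were clustered with Scanpy 1.11.5 (2000 variable genes, 30 principal components, 20 neighbours, shared-neighbour graph, Leiden resolution 0.5 with leidenalg 0.10.2), giving 27 clusters. T cells were clustered again (12 components, resolution 1.0), giving 14 sub-clusters. A cluster of at least 50 cells was named for a cell type when at least 3 of its fixed marker genes were seen in at least 10% of cells and at 2-fold or more the median cluster (1.5-fold for T sub-clusters). A cluster with the reporter in at least 40% of cells was called cancer, and one with 10 to 40% was left unnamed. These 2 limits were set after the data had been examined.

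For each population the study's bounds were then applied: 1500 to 50000 UMIs, 200 to 6000 genes and no Ptprc UMI for cancer cells, and 1000 to 25000 UMIs, 750 to 4500 genes and no reporter UMI for macrophage-monocytes and T cells. Counts were summed per library over the cells of a population where it had at least 20. That gave 6132 cancer cells (34 to 1299 per library), 20665 macrophage-monocytes (526 to 2476) and 2839 T cells (28 to 573) in 13 libraries, 711 CD8 T cells in 11 libraries and 855 regulatory T cells in 12. Free RNA was estimated from barcodes of 10 to 100 UMIs and made up 0.11 to 1.28% of the UMIs of cancer cells, 0.31 to 7.97% of those of macrophage-monocytes and 2.51 to 33.7% of those of T cells.

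Summed counts were tested with edgeR 4.0.16 (R 4.3.3, TMM, filterByExpr, quasi-likelihood F test, 1 term per group, Benjamini-Hochberg adjustment over all genes tested). Contrasts were DIO against Con, DIOSul against DIO, ConSul against Con, and the difference of the 2 sulindac contrasts. Fold changes are given as log2 with the standard error. Lists of genes, 38 in all, were written before the data were examined and tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), adjusted over the lists of a population and contrast. Camera with a preset correlation assumes that genes of a list vary almost independently between samples, so passing lists are also given with an estimated correlation, a harder test in which no list passed in these 4 contrasts. Of 175 list tests per contrast over 5 populations, 23, 19, 43 and 47 passed with the preset correlation, and not all are described. The list score is the mean log2 CPM of the members, centred on all libraries. Shares and scores were compared by exact permutation of the samples. Its smallest two-sided p is 0.1 for 3 against 3 and 0.0571 for 3 against 4 libraries. Over both diets or both drug arms the exact permutation was within strata (700 permutations, smallest p 0.00143). Genes were named by a rule set before the data were examined. It took up to 6 per direction with the largest changes among those that passed with a mean log2 CPM of at least 4, or otherwise the 3 with the smallest p per direction. It also took the 2 to 4 members with the smallest p of each list described, and the genes the study names. Coordinates are those of GENCODE vM21 on GRCm38 (mm10).

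The fit was tested on simulated data in the same groups of libraries, with 200 changed genes and 3 simulations per population. A change of 1 on the log2 scale between DIO and Con was recovered in 73.7% of genes in cancer cells, 60.7% in macrophage-monocytes and 32.3% in T cells, and a change of 2 in 98, 98 and 85.7%. False calls were 3.4 to 6% of calls. Alternatives comprised DESeq2 1.42.0, limma voom with sample quality weights, upper-quartile scaling, no filter on low counts, stricter cell filters (2000 UMIs, or 5% mitochondrial UMIs), doublets kept, resolution 1.0, the study's single-gene gates, the largest cluster alone, counts less the estimated free RNA, a block for the replicate number, a prior count of 0.5, fry, and each library left out in turn. A block for depth (libraries over 50000000 UMIs) and the removal of a T sub-cluster led by MHC class II genes were added after the data had been examined. The replicate numbers were not used to pair samples, since correlations of samples with the same number overlapped those of others. In cancer cells the median was 0.022 (-0.395 to 0.334) against -0.032 (-0.328 to 0.347), in macrophage-monocytes 0.056 against 0.007 and in T cells 0.058 against -0.028, and the difference was not tested. Other software was Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9.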

Results

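Gene expression was measured in single cells of E0771 mammary tumours grown in the mammary fat pad of C57BL/6J mice on 4 regimens. These were a control diet (Con), the control diet with sulindac (ConSul), a high-fat diet of 60 kcal% fat that makes mice obese (DIO), and the high-fat diet with sulindac (DIOSul). Sulindac is a non-steroidal anti-inflammatory drug that inhibits the cyclooxygenases encoded by Ptgs1 and Ptgs2. The labels list 16 samples. Con 2, DIO 1 and DIOSul 1 were not analysed here, which left 13 libraries. Libraries held 27480316 to 76609941 UMIs. After filtering, 38474 cells were kept, of which 6132 entered the comparisons of cancer cells, 20665 those of macrophage-monocytes and 2839 those of T cells. The labels do not say whether each sample is a separate animal, so the p-values below measure spread between samples. All tests were two-sided, and a gene or gene list passed at an adjusted p under 0.05.

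Macrophage-monocytes, dendritic cells, T cells and cancer cells made up most of each tumour suspension. Each DIO library held a higher share of named cancer cells than each Con library, though no test passed. Cancer cells were recognised by the GFP-luciferase reporter transcript of the injected line. They made up 9.07 ± 6.73% of cells (mean ± SD) in Con (n = 3), 10.7 ± 8.40% in ConSul (n = 4), 32.8 ± 14.7% in DIO (n = 3) and 25.1 ± 15.2% in DIOSul (n = 3). The DIO mean was 23.7 points above Con, and each of the 3 DIO values (16.9, 35.3 and 46.1%) lay above each of the 3 Con values (1.49, 11.4 and 14.3%). The lowest, Con 1, held 47 cancer cells among 3166 (95% Wilson interval 1.12 to 1.97%, counting error only). An exact permutation test gave p = 0.1 (adjusted p = 0.4), the smallest p that 3 against 3 samples can give. Dendritic cells were 12.5 ± 4.37% in Con, 6.93 ± 1.26% in ConSul, 3.63 ± 1.32% in DIO and 5.42 ± 1.99% in DIOSul. DIO less Con was -8.85 points (exact p = 0.1). ConSul less Con was -5.56 points (exact p = 0.0571, the smallest p for 3 against 4 samples).

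Macrophage-monocytes were 57.7 ± 8.06% of cells in Con, 65.4 ± 17.1% in ConSul, 45.3 ± 22.2% in DIO and 49.6 ± 6.34% in DIOSul. T cells were 10.8 ± 7.12, 8.86 ± 4.06, 5.34 ± 3.13 and 4.82 ± 0.73%. None of these shares passed in the exact tests. DIO less Con was -12.5 points for macrophage-monocytes and -5.41 points for T cells (exact p = 0.4 for each). DIOSul less DIO was 4.27 points (exact p = 0.8) and -0.524 points (exact p = 0.9), against -7.63 points for cancer cells (exact p = 0.6). Regulatory T cells, the Foxp3-expressing cells that restrain immune responses, were 35.6 ± 10.8% of T cells in Con, 27.2 ± 6.32% in ConSul, 40.1 ± 4.05% in DIO and 33.1 ± 17.0% in DIOSul. The exact tests gave 4.48 points for DIO less Con (p = 0.7), -7.00 points for DIOSul less DIO (p = 0.5) and -7.72 points for sulindac in both diets (p = 0.194). CD8 T cells were 19.6 ± 6.58% of T cells in Con and 29.1 ± 6.84% in ConSul, 9.52 points more (exact p = 0.143, adjusted p = 0.643). Cells of clusters that could not be named were 4.33, 2.57, 8.28 and 10.5% of cells in the 4 groups. The cells had passed a flow sort for viability and against doublets, so these shares describe the sorted suspension. The reporter was also seen in 1.77% of macrophage-monocytes (median 7071 UMIs) and 1.57% of T cells (median 3677 UMIs), against 75.5% of cancer cells (median 24053 UMIs).

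**Figure D1:**
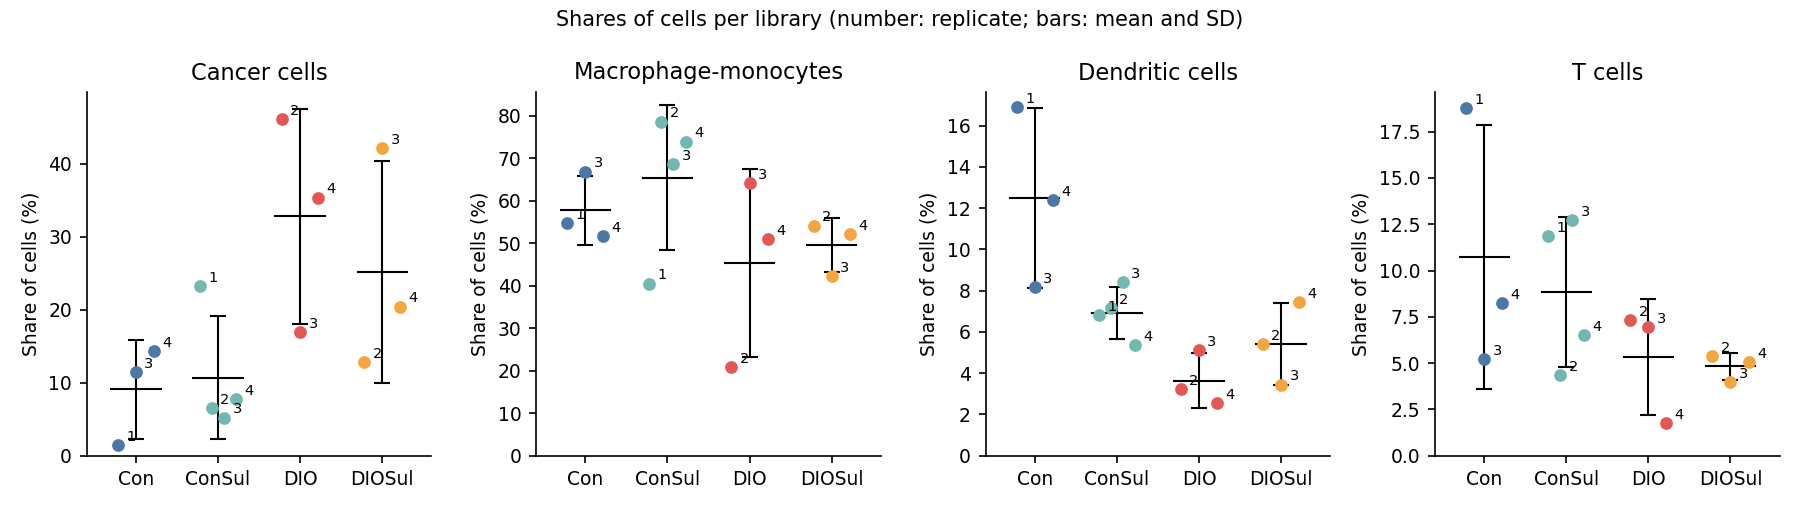
Share of all cells that were cancer cells, macrophage-monocytes, dendritic cells or T cells in each library, by group. Each dot is a library with its replicate number, and the bars give the mean and SD.

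In cancer cells, high-fat feeding went with lower transcripts of the interferon response and of antigen presentation and with higher transcripts of cell division. Of 41 interferon response genes, 40 were lower and 1 higher in DIO than in Con (median log2 fold change -0.49, camera adjusted p = 2.67e-10). The interferon-induced gene Ifi44 averaged 70.0 ± 20.9 CPM (counts scaled to library depth, mean ± SD) in Con and 32.5 ± 4.82 in DIO, a log2 fold change of -1.08 ± 0.24 (SE). Stat2, which carries type I interferon signals to the nucleus, averaged 37.4 ± 7.22 and 25.6 ± 3.12 CPM (-0.50 ± 0.15). Irf9 was -0.52 ± 0.15 and Zbp1 -0.96 ± 0.31. Of 19 genes of MHC class I presentation, 16 were lower (median -0.38, adjusted p = 4.78e-05). Among them, the immunoproteasome subunit gene Psmb9 averaged 169 ± 23.5 CPM in Con and 97.0 ± 24.0 in DIO (-0.79 ± 0.25). Psmb8 was -0.48, the proteasome activator gene Psme1 -0.54 and the class I regulator gene Nlrc5 -0.50. All 32 proliferation genes were higher (median 0.40, adjusted p = 1.76e-11), with the mitotic genes Cenpf at 0.90 ± 0.29, Nusap1 at 0.77, Tpx2 at 0.73 and Ube2c at 0.81. Transcripts of the 13 genes encoded by mitochondrial DNA were higher in 12 (median 0.27, adjusted p = 0.00748), with mt-Nd1 at 0.40 and mt-Nd4 at 0.36. With an estimated correlation, none of the 4 lists passed (adjusted p = 0.952 for each).

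The interferon, MHC class I and proliferation lists kept their calls in cancer cells whichever library was left out, while their medians moved. Interferon was -0.30 without Con 1 and -0.73 without Con 3, and MHC class I -0.30 and -0.53 without the same libraries. Proliferation was 0.16 without Con 3 and 0.83 without Con 4. The call of the mitochondrial genes ended without Con 1, Con 4 or DIO 4 (0.18 and adjusted p = 0.204 without DIO 4). The control samples themselves differed in the interferon score, the mean log2 CPM of the list centred on all libraries. It was 0.61 in Con 1, 0.28 in Con 4 and -0.67 in Con 3, the last of these below all 3 DIO samples (mean -0.40, SD 0.05). Exact tests of the scores, with 0.1 as their smallest p, gave DIO less Con differences of -0.47 for interferon (p = 0.4), -0.33 for MHC class I (p = 0.1) and 0.58 for proliferation (p = 0.2).

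No single gene of the cancer cells passed between DIO and Con by edgeR, which called 0 of 10868 (826 at an unadjusted p under 0.05, DESeq2 1, limma voom 0). Among higher values, the smallest p-values belonged to the membrane protein gene Pmp22 (3.46 ± 0.71), the secretory GTPase gene Rab27b (3.17 ± 0.66) and the helicase gene Dhx29 (0.64 ± 0.14). Among lower values they belonged to Ifi44, the glutamate carrier gene Slc25a22 (-0.81 ± 0.19) and the interferon-induced nuclear body gene Sp100 (-0.71 ± 0.18). The fibrillar collagen gene Col1a1 averaged 8.12 ± 8.04 CPM in Con and 61.7 ± 21.0 in DIO (2.73 ± 0.66). The fatty acid carrier gene Fabp5 was 1.54 and the fatty acid receptor gene Cd36 -3.50 ± 1.39. The drug targets were low in these cells. Ptgs1 averaged 9.70 ± 7.77 and 10.4 ± 5.98 CPM (-0.10 ± 0.58) and Ptgs2 0.73 ± 0.67 and 1.40 ± 0.32 CPM (0.57 ± 0.76). Hypoxia genes had a median of 0.02 (adjusted p = 0.948, mean of the other sign) and glycolysis genes of 0.03 (adjusted p = 0.941).

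**Figure D2:**
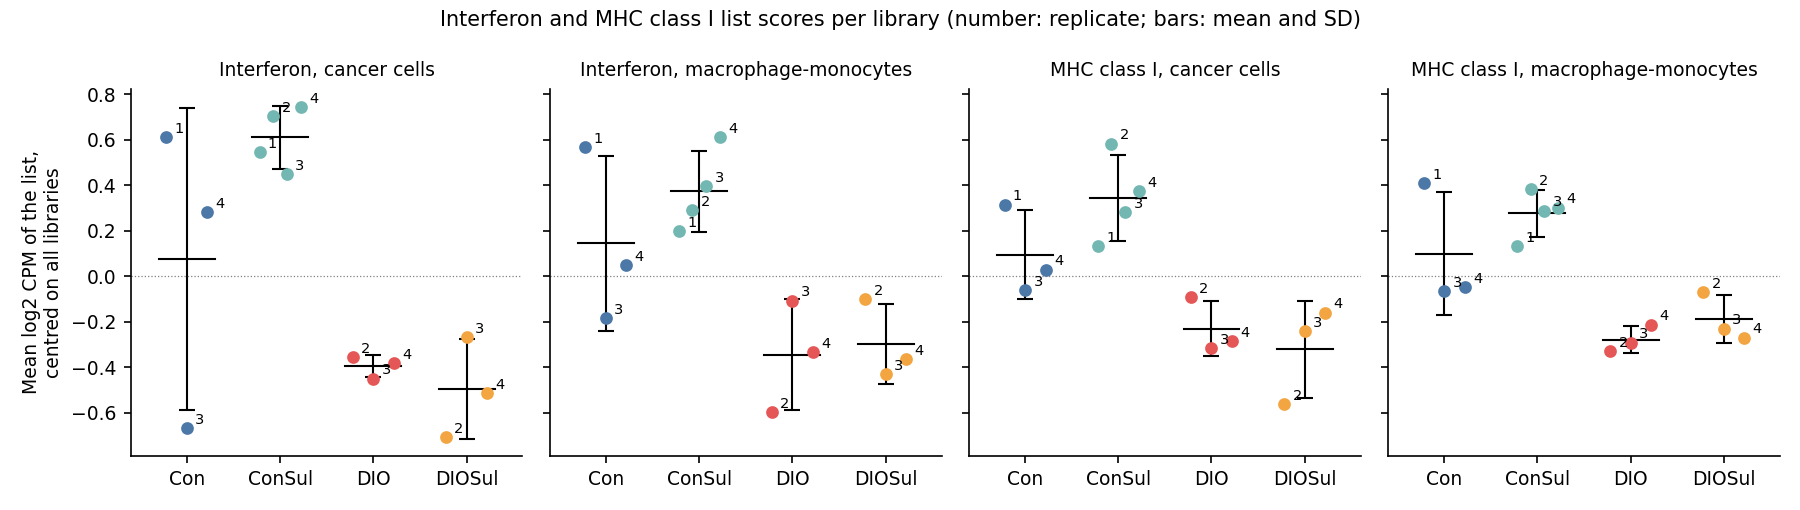
Scores of the interferon and MHC class I lists in cancer cells and macrophage-monocytes of each library. The score is the mean log2 CPM of the list, centred on all libraries, and bars give the mean and SD of each group.

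With sulindac on the high-fat diet, cancer cells had higher hypoxia and glycolysis and slightly lower proliferation transcripts. The interferon list passed only with a library left out. Of 25 hypoxia genes, 21 were higher in DIOSul than in DIO (median 0.32, adjusted p = 2.11e-06). Egln3 was 0.57 ± 0.20, Ankrd37 0.71, Ak4 0.43 and Hilpda 0.58. Without DIOSul 3 the hypoxia median was 0.13 and the call ended (adjusted p = 0.137), and without DIOSul 4 it was 0.50. Of 17 glycolysis genes, 15 were higher (median 0.14, adjusted p = 0.0105), with Slc2a1 at 0.39 and Pgk1 at 0.29. The glycolysis call ended without DIO 2, DIO 4, DIOSul 2 or DIOSul 3 (highest adjusted p = 0.363), and the median was 0.25 without DIO 3 and 0.23 without DIOSul 4. Proliferation genes were lower in 30 of 32 (median -0.13, adjusted p = 0.00272), with Cenpe at -0.42 and Mki67 at -0.45. Without DIOSul 4 the proliferation median was -0.004 (adjusted p = 0.498), without DIO 2 -0.20 and without DIOSul 3 -0.29, and the depth block ended the call (adjusted p = 0.0752). None of these 3 lists passed with an estimated correlation (adjusted p = 0.892 for each). Interferon genes had a median of -0.09 (12 higher, 29 lower, adjusted p = 0.203) and MHC class I genes of -0.03 (adjusted p = 0.336). With 1 library left out these 2 reached adjusted p = 0.00228 and 0.0173. The MHC class II median was 0.74 (adjusted p = 0.149).

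Between DIOSul and DIO, edgeR called 0 of the same 10868 genes (242 at an unadjusted p under 0.05, DESeq2 0, limma voom 0). The smallest p-values were those of the adhesion receptor gene Adgrl1 (0.68 ± 0.14), the phospholipid flippase gene Atp9a (1.44 ± 0.32) and S100a16 (1.39 ± 0.34) among higher values. Among lower values they were those of the complement gene C3 (-2.02 ± 0.51), the class I gene H2-Q4 (-1.51 ± 0.39) and Dhx29 (-0.44 ± 0.12). Cd36 was 4.06 ± 1.08, the reverse of its value between DIO and Con, while Ptgs1 (0.21) and Ptgs2 (-0.21 ± 0.55) lay near 0. Both comparisons use the same 3 DIO samples, so a chance high or low value there gives opposite signs in the 2. Over all genes of cancer cells their fold changes had a negative link of size 0.456, against 0.407 (0.379 to 0.443) in 20 simulations without any difference between groups.

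Macrophage-monocytes of obese mice also had lower interferon and MHC class I transcripts. All 41 interferon genes were lower in DIO than in Con (median -0.46, adjusted p = 2.45e-14). At an unadjusted p under 0.05 there were 17 of them, and 3 passed when adjusted over the list alone, against 0 over all genes. The mean change was -0.51 in all macrophage-monocytes, -0.20 in their largest cluster and -0.35 as a mean over 6 clusters weighted by cells. The interferon-induced GTPase gene Irgm1 averaged 262 ± 63.3 CPM in Con and 145 ± 9.56 in DIO (-0.85 ± 0.21). Irf9 averaged 96.7 ± 10.2 and 71.4 ± 1.43 CPM (-0.44 ± 0.11), Oas1a was -0.84 and Ifi44 -0.87. Of 22 MHC class I genes, 20 were lower (median -0.43, adjusted p = 1.53e-06), with H2-T23 at -1.17 ± 0.36, Tap1 at -0.60 and Psmb9 at -0.56. MHC class II genes were lower in 12 of 13 (median -0.70, adjusted p = 0.0172). The class II transactivator gene Ciita was -1.27 ± 0.53, H2-DMb1 -0.89 and the protease gene Ctsl, higher, 0.97. H2-Ab1 averaged 1980 ± 1220 CPM in Con and 1020 ± 104 in DIO (-0.95 ± 0.48). The class II call ended without Con 1 (median -0.14, adjusted p = 0.598), Con 4, DIO 2 or DIO 3, and with the depth block (adjusted p = 0.124). With an estimated correlation, none of the 3 lists passed (adjusted p = 0.73 for interferon, 0.515 for MHC class I and 0.845 for MHC class II).

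Cell division and hypoxia genes went the other way in the same cells. Proliferation genes were higher in 31 of 32 (median 0.85, adjusted p = 4.56e-09), with Ube2c at 1.42 ± 0.56 and Mcm4 at 0.42. Hypoxia genes were higher in 21 of 25 (median 0.31, adjusted p = 0.00959), with Bnip3l at 0.53, P4ha2 at 1.37 and Ak4 at 0.78. The hypoxia call ended without Con 4 (0.16) or DIO 4 (0.12, adjusted p = 0.335), and the median was 0.48 without DIO 2. Genes of lipid handling had a median of 0.18 and did not pass (19 higher, 12 lower, adjusted p = 0.136). Among them Lpin1 averaged 4.37 ± 0.48 CPM in Con and 8.57 ± 1.38 in DIO (0.96 ± 0.26), Cd36 was 1.14 and Abca1 1.06. Genes that tissue dissociation induces were lower in 17 of 20 (median -0.47, adjusted p = 8.41e-06), with Fos at -0.62, Btg2 at -0.77, Atf3 at -0.59 ± 0.19 and Zfp36 at -0.56. Prostaglandin pathway genes, a wider group than the drug targets Ptgs1 and Ptgs2, were higher in 17 of 20 (median 0.18, adjusted p = 0.0259). The prostaglandin call ended without Con 4, DIO 2 or DIO 3 (highest adjusted p = 0.0848), and the median was 0.39 without Con 3 and 0.30 without DIO 3. Ptgs2 averaged 32.7 ± 17.4 and 34.0 ± 14.9 CPM (0.06 ± 0.53), and Ptgs1 was 0.71 ± 0.83. Fibroblast markers were higher in 6 of 6 (median 0.87, adjusted p = 0.0345), genes of epithelial-mesenchymal transition in 19 of 21 (0.73, adjusted p = 0.0143), mitochondrially encoded genes in 12 of 13 (0.32, adjusted p = 0.00106) and redox genes in 20 of 25 (0.26, adjusted p = 0.0113). The fibroblast call ended without Con 1, ConSul 2 or DIO 2 (0.06, adjusted p = 0.293), with 1.44 without Con 4, and the transition call without Con 1 (0.31) or DIO 2 (0.12). The depth block ended both (adjusted p = 0.149 and 0.124). The redox call ended without Con 1 (0.16) and the median was 0.41 without Con 3. With an estimated correlation, none of these 8 lists passed (adjusted p = 0.784 for fibroblast markers, 0.732 for hypoxia, 0.515 for dissociation and prostaglandins and 0.73 for the others).

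The interferon, MHC class I, proliferation, dissociation and mitochondrial lists kept their calls in macrophage-monocytes whichever library was left out. Interferon was -0.22 without Con 1 and -0.64 without DIO 3, and MHC class I -0.22 without Con 1. Proliferation was 0.47 without Con 1 and 1.60 without Con 4. Exact tests of the scores gave -0.49 for interferon (p = 0.2), -0.38 for MHC class I (p = 0.1) and 0.93 for proliferation (p = 0.3). By gene, edgeR called 0 of 11173 (1059 at an unadjusted p under 0.05, DESeq2 13, limma voom 0). The smallest p-values belonged to the lysosomal sorting receptor gene Igf2r (8.82 ± 2.16 against 25.5 ± 5.53 CPM, 1.55 ± 0.29), the peptidase gene Nln (0.62 ± 0.12) and Tceal8 (0.66 ± 0.14). Among lower values they belonged to Pigv, a gene of GPI anchor synthesis (-0.74 ± 0.13), Slc12a9 (-0.82 ± 0.18) and the apoptosis gene Diablo (-0.89 ± 0.19).

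**Figure D3:**
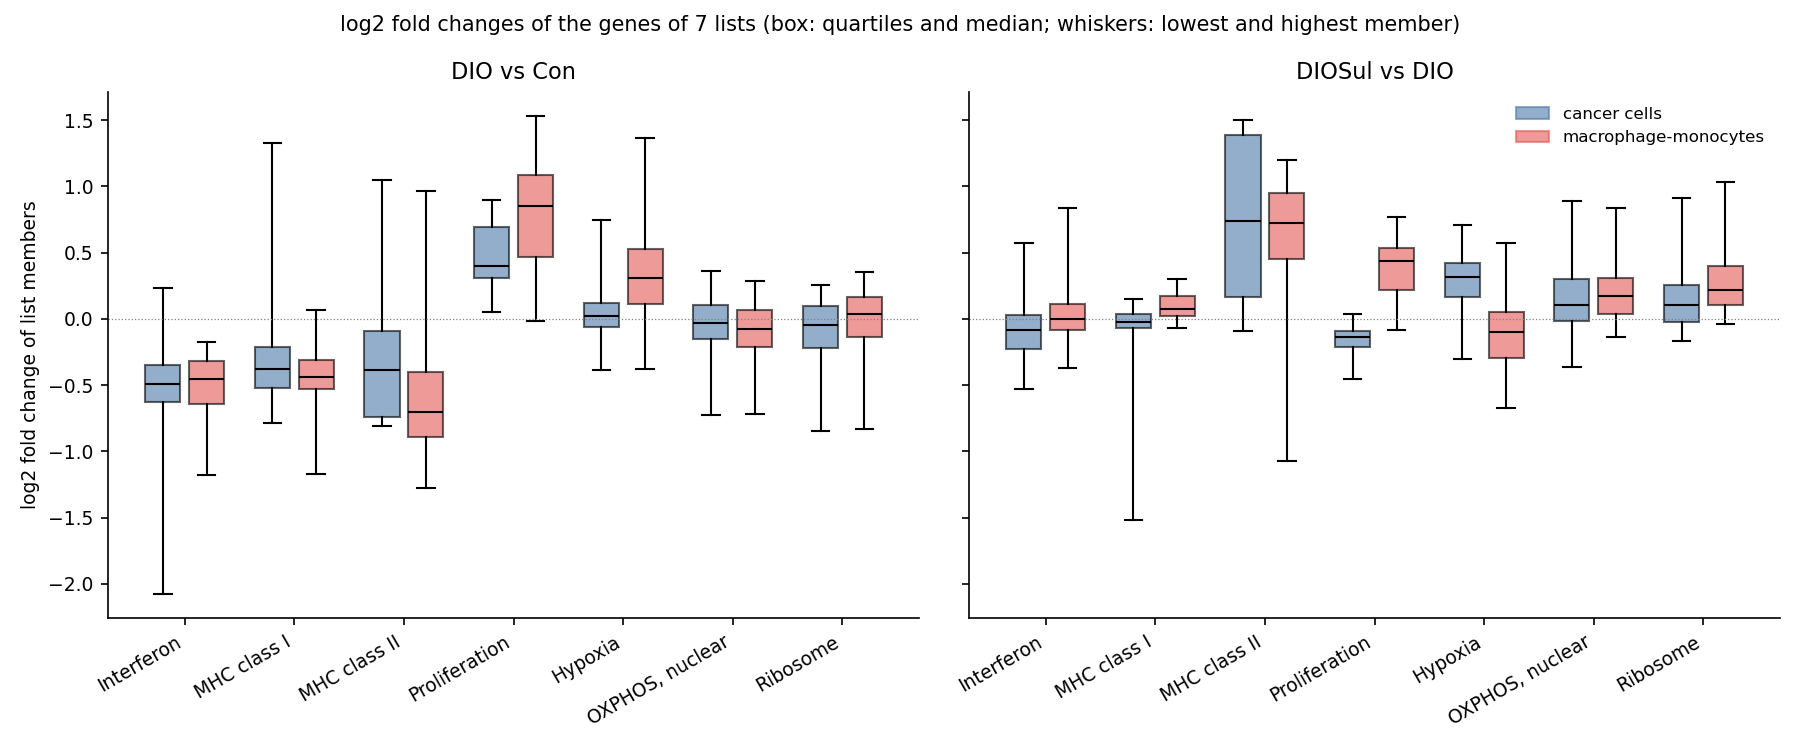
log2 fold changes of the genes of 7 lists in cancer cells and macrophage-monocytes, for DIO against Con and DIOSul against DIO. Boxes give quartiles and median, and whiskers the lowest and highest gene.

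Sulindac on the high-fat diet went with higher MHC class II, ribosomal protein and oxidative phosphorylation transcripts in macrophage-monocytes, while the interferon list did not pass without the depth block. MHC class II genes were higher in DIOSul in 11 of 13 (median 0.72, adjusted p = 0.00375, exact score test p = 0.4). Ciita averaged 15.8 ± 5.39 CPM in DIO and 37.2 ± 8.73 in DIOSul (1.20 ± 0.53), H2-DMb1 was 0.90, H2-Ob 0.95 and Ctsl -1.07. The class II call ended without DIO 2 or DIOSul 2 (median 0.47 and adjusted p = 0.272 without DIOSul 2), and the median was 1.10 without DIOSul 4. The reverse sign in DIO against Con is no separate evidence, since both comparisons share the DIO samples. Over all genes the negative link of the 2 had a size of 0.387 in these cells, against 0.556 (0.51 to 0.613) in simulations without any difference, and of 0.606 against 0.566 (0.532 to 0.589) in T cells. Ribosomal protein genes were higher in 74 of 79 (median 0.21, adjusted p = 0.00106), with Rpl38 at 1.03. The ribosomal call ended without DIO 2 (adjusted p = 0.0971), and the median was 0.14 without DIOSul 3. Nuclear genes of oxidative phosphorylation were higher in 65 of 79 (median 0.17, adjusted p = 0.0181). Their call ended without DIO 2 (adjusted p = 0.318), DIO 3 or DIOSul 4 (median 0.11) and with the depth block (adjusted p = 0.0619), and the median was 0.28 without DIOSul 2. Neutrophil markers were lower in 6 of 7 (median -1.22), proliferation genes higher in 31 of 32 (0.44) and genes of the integrated stress response higher in 11 of 16 (0.35), with an adjusted p of 0.00375 for each. The neutrophil call ended without DIO 4 (-0.52, adjusted p = 0.0739), and the median was -0.79 without DIOSul 2 and -2.40 without DIOSul 4. The proliferation call ended without DIO 3 (0.28, adjusted p = 0.205) or DIOSul 3 (adjusted p = 0.458) and with the depth block (adjusted p = 0.0839), and the median was 0.73 without DIO 2. The stress response call ended without DIOSul 4 (adjusted p = 0.358), and the median was 0.21 without DIO 3. Genes that dissociation induces were higher in 16 of 20 (0.16, adjusted p = 0.0269), a call that ended without DIO 2, DIO 3 or DIOSul 4 (0.08). None of the 7 lists passed with an estimated correlation (adjusted p = 0.77 for each). Interferon genes had a median of -0.00 (adjusted p = 0.644, mean of the other sign), MHC class I genes of 0.08 (adjusted p = 0.218) and hypoxia genes of -0.10 (adjusted p = 0.125).

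For the same comparison, edgeR called 0 of the 11173 genes (408 at an unadjusted p under 0.05, DESeq2 3, limma voom 0). The smallest p-values among lower values were those of the calcium channel gene Cacna1d (-1.39 ± 0.26), the endotoxin co-receptor gene Cd14 (-1.10 ± 0.23) and the transferrin gene Trf (-0.81 ± 0.19). Among higher values they were those of the splicing gene Snrpa1 (0.48 ± 0.10), Dohh (0.91 ± 0.23) and Zbtb48 (0.91 ± 0.23). The chemokine genes Ccl9 (-0.79) and Ccl6 (-0.76) were lower, as were the lipid genes Abca1 (-1.24) and Lpin1 (-0.49). The stress-induced transcription factor gene Atf3 was 0.67 ± 0.19, Cxcl9, which attracts T cells, 0.84, and Ptgs2 -0.00.

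In sub-clusters named CD8 T cells, the chemokine gene Ccl1 was higher in DIO than in Con and lower with sulindac on either diet, values that depended on which T cells were counted as CD8. Ccl1 encodes a ligand of CCR8, a receptor of regulatory T cells. It was named after its values were seen, as the only gene that passed in CD8 T cells in both the diet and sulindac comparison. It was 43.4 and 54.1 CPM in Con 1 and Con 4, 362 and 255 CPM in DIO 2 and DIO 3, and 3.27 to 8.81 CPM in the 4 ConSul libraries. DIOSul 2, 3 and 4 gave 0, 0 and 10.7 CPM, and Con 3 and DIO 4 held fewer than 20 CD8 T cells. The log2 fold change by edgeR was 2.67 ± 0.35 for DIO against Con (adjusted p = 0.00508) and -5.37 ± 0.49 for DIOSul against DIO (adjusted p = 2.74e-05). It was -2.91 ± 0.43 for ConSul against Con (adjusted p = 0.0241), and the interaction did not pass (-2.46, adjusted p = 0.999). The counts were few and came from few cells, with 144 UMIs in 9 of 112 CD8 T cells in DIO, 43 in 7 of 174 in Con, 13 in 7 of 328 in ConSul and 4 in 2 of 97 in DIOSul. Relative to all UMIs, with Con 3 and DIO 4, DIO was 6.51-fold above Con and 40.5-fold above DIOSul, and Con 7.15-fold above ConSul. Counting intervals (4.60 to 9.38, 15.5 to 151 and 3.77 to 14.5) ignored spread between cells and libraries. The call for DIO against Con ended without Con 1 (adjusted p = 0.301) or Con 4 (0.0606), with the depth block (2.45, adjusted p = 0.0659) and with the replicate block (3.52, adjusted p = 1). The call for ConSul against Con ended without Con 1 (adjusted p = 0.229), Con 4 (0.183), ConSul 1 (0.123), ConSul 2 (0.052), ConSul 3 (0.265) or ConSul 4 (0.0501), with the replicate block (0.838) and with only the 2 groups in the fit (0.0616). These 2 calls held under 15 and 11, and that for DIOSul against DIO under all, of 19 alternatives of the fit and the cell filters, none of which changed the choice of CD8 sub-clusters. In 2 other choices, added after the values were seen, DIOSul against DIO was -3.86 ± 0.55 (adjusted p = 0.0178) over T cells with a Cd8a UMI and -0.65 ± 0.79 (adjusted p = 0.999) over sub-clusters with Cd8a in at least 40% of cells. DIO against Con was 2.89 (adjusted p = 0.0667) and 2.29 (adjusted p = 1), and ConSul against Con -2.55 and -1.50 (adjusted p = 1 for both).

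Across all T cells Ccl1 did not pass, at 2.61 ± 0.81 for DIO against Con and -1.07 ± 0.77 for DIOSul against DIO (adjusted p = 1 in both). In DIOSul, 88 UMIs lay in 6 of 206 T cells that were named neither CD8 nor regulatory, of which 79 lay in 5 of the 20 cells of a sub-cluster led by Xcl1 and Ccl1, with Cd8a in 44.8% and Cd4 in 42.4% of its cells. The near-equal shares of Cd8a and Cd4 kept that sub-cluster from the CD8 name. Regulatory T cells held 0 Ccl1 UMIs in 855 cells. In CD8 T cells edgeR called 1, 1 and 2 of 6022 genes in DIO against Con, DIOSul against DIO and ConSul against Con, with no other tool run. The second gene of ConSul against Con, the histone gene H2bc18, was -5.12 ± 0.85 (adjusted p = 0.0458) and was named after its values were seen. It was -1.37 without Con 4, a fit that left 1 Con library. Its call held under 6 of 19 alternatives, and it did not pass in either other choice of cells. Ribosomal protein genes of CD8 T cells had a median of -0.11 in DIO against Con (adjusted p = 0.611). In DIOSul against DIO 75 of 79 were higher (median 0.28, adjusted p = 0.000438, and 0.881 with an estimated correlation), and the call ended without DIO 3 (adjusted p = 0.0683) and with the replicate block (adjusted p = 0.166). In regulatory T cells edgeR called 0 of 5552 genes in either comparison (155 and 183 at an unadjusted p under 0.05, no other tool run). Their oxidative phosphorylation list had medians of -0.15 (adjusted p = 0.388) and 0.17 (adjusted p = 0.289).

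T cells as a whole had lower interferon and MHC class I transcripts in obese mice and higher MHC class II transcripts, which are otherwise those of antigen-presenting cells. Between DIO and Con, 35 of 40 interferon genes were lower (median -0.24), with Irgm1 at -0.60, Zbp1 at -0.65 and Parp14 at -0.45. Of 22 MHC class I genes, 19 were lower (median -0.26), with H2-T23 at -0.69 and Tap2 at -0.42. Of 10 MHC class II genes, 8 were higher (median 0.81), with H2-DMb2 at 2.10, Cd74 at 0.82 and H2-Ab1 at 1.01. All 3 lists had an adjusted p of 0.0184, and of 0.782, 0.713 and 0.713 with an estimated correlation. The interferon call ended without DIO 2 (-0.15, adjusted p = 0.546) or DIO 3, and the median was -0.41 without DIO 4. The MHC class I call ended without Con 3 (adjusted p = 0.103) or DIO 3. The MHC class II call ended without Con 1 (0.48, adjusted p = 0.252), DIO 2 (0.50) or DIO 4, and the median was 1.70 without Con 4. All 3 calls ended with the depth block (adjusted p = 0.356, 0.0948 and 0.0948). Genes that dissociation induces were lower in 11 of 17 (median -0.43) and redox genes higher in 18 of 20 (0.32), each with an adjusted p of 0.0201, and of 0.713 with an estimated correlation. The dissociation call ended without Con 3 (-0.21) or DIO 3, and the redox call without Con 1 or DIO 4 and with the depth block (adjusted p = 0.0948). In DIOSul against DIO, 9 of 10 MHC class II genes were lower (median -0.95, adjusted p = 0.000881, and 0.78 with an estimated correlation). Cd74 was -1.18, H2-Ab1 -1.60, H2-Eb1 -1.82 and H2-DMa -0.72. That call was kept whichever library was left out (-1.48 without DIO 3). It ended when 35 of the 2839 T cells, a sub-cluster led by MHC class II genes, were left out, with a median of 0.20 (and of 0.02 in DIO against Con). Cells chosen by these genes must take the list with them, so this does not tell where the transcripts came from.

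In T cells edgeR called 0 of 7904 genes in either comparison (370 and 255 at an unadjusted p under 0.05, DESeq2 1 and 0, limma voom 0 and 0). The smallest p-values in DIO against Con were those of the cell cycle regulator gene Rgcc (26.2 ± 2.33 against 60.9 ± 15.8 CPM, 1.12 ± 0.22), Tsr1 (1.14) and the serpin gene Serpinb9b (3.88 ± 0.92). Among lower values they were those of the interferon-induced GTPase gene Tgtp1 (-1.89 ± 0.46), the heat shock gene Hspa1a (-5.16 ± 1.33) and Ramp3 (-1.32). The effector gene Gzmk was -1.32 and the exhaustion marker gene Pdcd1 -0.41. Neither the exhaustion list (median 0.09, adjusted p = 0.374, mean of the other sign) nor the cytotoxic list (0.25, adjusted p = 0.9, mean of the other sign) passed. In DIOSul against DIO the smallest p-values were those of Mettl5 (1.83 ± 0.49), Ciz1 (0.89) and Uckl1 (0.94) among higher values. Among lower values they were those of Tnfrsf13b, a receptor of B cell survival factors (-1.17 ± 0.28), Fcho2 (-0.92) and Ing5 (-1.24). Klrg1 was -1.43, Il2ra, a receptor chain of regulatory T cells, -0.63, and the hypoxia gene Bnip3 1.11 ± 0.39.

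On the control diet, sulindac went with higher interferon transcripts in cancer cells and with lower regulatory and higher cytotoxic transcripts in T cells. In cancer cells 40 of 41 interferon genes were higher in ConSul than in Con (median 0.41, adjusted p = 2.87e-10). Parp12 was 0.94 ± 0.20, Oas1g 0.73, Gbp5 1.36 ± 0.33 and Cxcl10 1.20, and Stat2 averaged 37.4 ± 7.22 CPM in Con and 56.0 ± 6.35 in ConSul (0.63 ± 0.15). Without Con 3 the interferon median was 0.13 and the call ended (adjusted p = 0.228). Genes for inflammatory cytokines were higher in 17 of 19 (median 0.63, adjusted p = 0.00167), and Ptgs2 was 1.70 ± 0.72. Macrophage markers in these cells were higher in 8 of 8 (median 1.04, adjusted p = 0.00281), a call that ended without Con 3 (0.92, adjusted p = 0.168) or ConSul 2 (0.78, adjusted p = 0.112), with 1.68 without Con 4. In macrophage-monocytes the interferon list had a median of 0.21 (adjusted p = 3.64e-07). It was 0.05 without Con 3 (adjusted p = 0.276), 0.11 without ConSul 4 and 0.43 without Con 1. Beside it, T cell markers were higher in 5 of 5 (0.41, adjusted p = 0.00611), a call that ended without Con 3 (-0.06), with 0.91 without Con 1 and 0.75 without Con 4, and the 1 erythroid marker measured was 7.97 (adjusted p = 0.0241). The eosinophil chemokine gene Ccl24 was -3.54 ± 0.55 (adjusted p = 0.323). In T cells 14 of 17 genes of regulatory T cell identity were lower (median -0.42, adjusted p = 1.86e-06), beside a share of regulatory T cells of 27.2 against 35.6% of T cells. Foxp3 was -0.63 ± 0.24, Il2ra -0.65, Itgae -1.05 and Klrg1 -1.06. Of 18 cytotoxic genes, 16 were higher (median 0.46, adjusted p = 0.00321), with Prf1 at 1.26 and Gzmb at 0.61. Both calls in T cells were kept whichever library was left out (regulatory -0.27 without Con 4, cytotoxic 0.31 without ConSul 3). In the same T cells MHC class II genes were lower in 9 of 10 (median -0.66, adjusted p = 3.2e-05), macrophage markers lower in 8 of 9 (-1.30, adjusted p = 0.0417), proliferation genes higher in 32 of 32 (0.43, adjusted p = 5.49e-06) and dissociation genes lower in 12 of 17 (-0.23, adjusted p = 0.0143). The class II and proliferation calls were kept whichever library was left out. Class II was -0.37 without Con 4 and -1.02 without Con 1 or ConSul 4, and proliferation 0.21 without Con 1, 0.22 without ConSul 2 and 0.76 without Con 4. The macrophage marker call ended without Con 4 (adjusted p = 0.863), ConSul 3, ConSul 4, DIO 3 or DIOSul 3 and with the depth block (adjusted p = 0.164). The dissociation call ended without Con 3 (adjusted p = 0.297), and the median was -0.15 without ConSul 3. With an estimated correlation, none of these lists passed (adjusted p = 0.687 for the 3 in cancer cells, 0.664 in macrophage-monocytes, with 0.481 for the erythroid marker, and 0.922 for the 6 in T cells). By gene, edgeR called 0 in cancer cells, macrophage-monocytes and T cells (433, 241 and 224 at an unadjusted p under 0.05, DESeq2 0, 1 and 0, limma voom 0 in each).

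The response to sulindac differed between the diets for several lists, though for no gene. This interaction is the change with sulindac on the high-fat diet less that on the control diet, over the 4 groups. In cancer cells it had a median of -0.51 for interferon (adjusted p = 6.55e-11), of 0.43 for hypoxia (adjusted p = 1.32e-06) and of -0.80 for inflammatory cytokines (adjusted p = 3.19e-05). Each of these calls was kept whichever library was left out, with -0.20 for interferon without Con 3, 0.26 for hypoxia without DIOSul 3 and -1.20 for cytokines without DIOSul 4. None passed with an estimated correlation (adjusted p = 0.581, 0.581 and 0.471). By gene, Gbp5 was -1.84 ± 0.44, Acod1 -3.12, Oas1g -0.94, Id2 1.47 and Cd36 7.25 ± 1.88 in cancer cells. In macrophage-monocytes Ccl24 was 4.09 ± 0.79, Sulf2 1.03, Fpr1 -1.84 and Cd38 -2.11, and in T cells Lmo4 was 2.11 and Bnip3 1.57. For this interaction edgeR called 0 genes in the 3 populations (231, 180 and 234 at an unadjusted p under 0.05, DESeq2 0, 1 and 0, limma voom 0 in each). A simulated change of 2 on the log2 scale was recovered in 95.7, 86 and 63.3% of genes with a mean log2 CPM of at least 4.

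Nuclear genes of oxidative phosphorylation and ribosomal protein genes, groups that the study follows in these tumours, did not pass between DIO and Con in cancer cells. The oxidative phosphorylation list of 79 genes had a median of -0.03 (36 higher, 43 lower, adjusted p = 0.964, mean of the other sign). The ribosomal list of 79 genes had a median of -0.05 (34 higher, 45 lower, adjusted p = 0.801). With a block for the replicate number both passed, at 0.20 (adjusted p = 0.00508) and 0.22 (adjusted p = 0.0072). The 9 oxidative phosphorylation genes that the study names were all lower (median -0.18, adjusted p = 0.67). Ndufa13 was -0.64 ± 0.46, Cox5b -0.20, Cox6a1 -0.24 and Uqcrb -0.18 ± 0.33. These genes were chosen on the same samples and are not independent evidence. With sulindac on the high-fat diet the same 9 were all higher in cancer cells (median 0.30, adjusted p = 0.149, Ndufa13 0.52 ± 0.45) and in macrophage-monocytes (0.32, adjusted p = 0.165). In cancer cells the full lists had medians of 0.10 (54 of 79 higher, adjusted p = 0.149) and 0.10 (58 of 79 higher, adjusted p = 0.149).

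A single library, ConSul 2, held far fewer of these transcripts than any other, with ribosomal scores of -1.61 in cancer cells, -1.44 in macrophage-monocytes and -1.52 in T cells. It set the values on the control diet. In ConSul against Con the ribosomal list of cancer cells had a median of -0.18 (adjusted p = 3.7e-07), and of 0.08 without ConSul 2 (adjusted p = 0.14). The oxidative phosphorylation list had a median of -0.12 (adjusted p = 0.000161), and of 0.05 without ConSul 2 (adjusted p = 0.463). Neither passed with an estimated correlation (adjusted p = 0.687 for both). Without ConSul 4 these medians were -0.37 and -0.25, and the second was -0.07 without Con 1 and -0.20 without ConSul 3. The interaction of these lists in cancer cells shrank without ConSul 2 from 0.31 to 0.03 (adjusted p = 0.442) for the ribosome and from 0.30 to 0.06 (adjusted p = 0.099) for oxidative phosphorylation. Without ConSul 4 they were 0.53 and 0.48. In macrophage-monocytes they shrank without ConSul 2 from 0.40 to 0.12 and from 0.36 to 0.10, with the calls kept (adjusted p = 0.00221 and 0.0221).

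**Figure D4:**
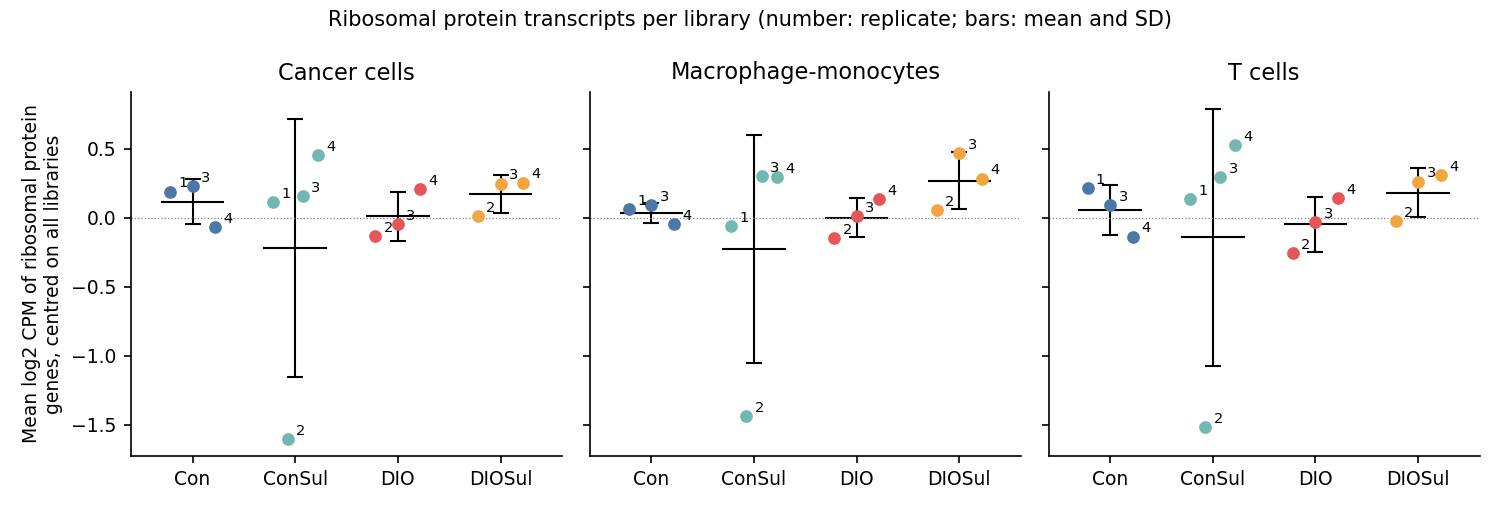
Ribosomal protein transcripts of each library in cancer cells, macrophage-monocytes and T cells, as the mean log2 CPM of 79 genes centred on all libraries. Each dot is a library with its replicate number, and ConSul 2 lies lowest in all 3.

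Positions of leading genes named above are those of the GRCm38 build. Among interferon genes, Ifi44 (ENSMUSG00000028037) lies on chromosome 3 from 151730922 to 151749960 and Stat2 (ENSMUSG00000040033) on chromosome 10 from 128270559 to 128292849. Irgm1 (ENSMUSG00000046879) lies on chromosome 11 from 48861968 to 48871683 and Irf9 (ENSMUSG00000002325) on chromosome 14 from 55603571 to 55610030. Of the antigen presentation genes, Psmb9 (ENSMUSG00000096727) spans 34181987 to 34187764 and H2-Ab1 (ENSMUSG00000073421) 34257689 to 34269419 on chromosome 17, and Ciita (ENSMUSG00000022504) 10480059 to 10528418 on chromosome 16. Pmp22 (ENSMUSG00000018217) lies on chromosome 11 from 63128982 to 63159547 and Lpin1 (ENSMUSG00000020593) on chromosome 12 from 16535669 to 16610966. Igf2r (ENSMUSG00000023830) lies on chromosome 17 from 12682406 to 12769664 and Cd14 (ENSMUSG00000051439) on chromosome 18 from 36725067 to 36726798. The chemokine genes Ccl1 (ENSMUSG00000020702) and Ccl24 (ENSMUSG00000004814) lie on chromosome 11 from 82176657 to 82305690 and on chromosome 5 from 135569937 to 135573049. Ndufa13 (ENSMUSG00000036199) lies on chromosome 8 from 69894180 to 69902558.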

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

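In this part the tests of matched short genes, of the largest cluster and of free RNA were written before their results were seen, and the comparison of sulindac responses between diets was planned. Groups of 4 libraries, here ConSul alone, were searched for a library far from the other 3, by the gap to the nearest as a share of the range against Dixon's 95% critical value. This found 35 of 222 measurements, where chance finds about 1 in 20.

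ConSul 2 was low beyond the critical value for the respiratory chain in all populations but regulatory T cells. The ribosome passed it in cancer cells and regulatory T cells, and was low without passing in macrophage-monocytes and T cells. In cancer cells the gap over range of scores was 0.833 for the ribosome, 0.854 for nuclear oxidative phosphorylation and 0.838 for the 9 genes of the study. By gene it was 0.862 (Cox5b), 0.93 (Cox7b), 0.995 (Gpx4), 0.854 (Ndufa7), 0.898 (Prdx5) and 0.94 (Uqcrb). In macrophage-monocytes it was 0.838 for the 9 genes, and by gene 0.854 (Cox5b), 0.83 (Cox6a1), 0.868 (Ndufa7), 0.845 (Uqcr10), 0.881 (Uqcrb) and 0.847 (Uqcrq). In T cells it was 0.848 for oxidative phosphorylation and 0.847 for the 9 genes, and by gene 0.836 (Cox5b), 0.909 (Cox7b), 0.876 (Ndufa7), 0.842 (Ndufc1), 0.863 (Prdx5), 0.845 (Uqcr10) and 0.935 (Uqcrb). It was 0.866 and 0.864 for the 2 scores in CD8 T cells, and 0.869 (ribosome), 0.906 (T cell markers) and 0.90 (inflammatory cytokines) in regulatory T cells. ConSul 2 stood above the others in proliferation (0.932) and glycolysis (0.866) of T cells and proliferation of CD8 T cells (0.843). ConSul 1 did so in the shares of cancer cells (0.859) and of unnamed clusters (0.945), with 648 cancer cells of 2795.

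The low values of ConSul 2 may be technical, and their cause stays open. Of 158 genes of both lists, 92, 148 and 114 could be matched in cancer cells, macrophage-monocytes and T cells. They deviated from the other ConSul libraries by -1.44, -1.50 and -1.47 on the log2 scale. Genes outside the lists of the same transcript length and expression deviated by -0.884, -0.883 and -0.884, ratios of 0.613, 0.591 and 0.602. These ratios met the level written beforehand for a loss of short transcripts. The shortest genes outside the lists, not in that test and unmatched on expression, deviated by -0.312, -0.351 and -0.384. The rank correlation with length was 0.007, 0.074 and 0.224. Length stays open. Scaled by library totals, all members deviated by -1.214 in macrophage-monocytes, of which the largest cluster alone kept 0.995 and subtraction of free RNA 1.032, which argues against a change in the mix of cells and against free RNA. A change of respiration or translation in this tumour was not tested.

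The response to sulindac differed between the diets in 47 of 175 list tests over 5 populations (14 in cancer cells, 13 in macrophage-monocytes, 4 in T cells, 4 in CD8 T cells and 12 in regulatory T cells). With an estimated correlation 0 of the 175 passed, the lowest adjusted p being 0.471, 0.645, 0.854, 0.895 and 0.202 in the same order. Those of lists described are given as the median log2 change on the high-fat diet less that on the control diet, with the number of libraries without any 1 of which the call ended and a value there. In cancer cells these were hypoxia (0.432), interferon (-0.51), inflammatory cytokines (-0.80), glycolysis (0.202, 9 libraries, 0.116 without Con 1), MHC class I (-0.246, Con 3, DIO 2 or DIOSul 2, -0.191 without Con 3), proliferation (-0.262, Con 3, -0.008), the ribosome (0.313, ConSul 2, 0.025) and oxidative phosphorylation (0.296, ConSul 2, 0.062). They were also the 9 genes of the study (0.353, Con 1, ConSul 2, DIO 2 or DIOSul 3, 0.035 without ConSul 2), macrophage markers (-0.999, 8 libraries, -0.492 without Con 3) and exhaustion (0.233, 8 libraries, 0.123 without DIOSul 3).

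In macrophage-monocytes they were the ribosome (0.396), oxidative phosphorylation (0.362), the 9 genes (0.453, Con 3, ConSul 2, DIO 2 or DIOSul 3, 0.140 without ConSul 2), MHC class II (0.664, 7 libraries, 0.233 without Con 1) and interferon (-0.207, Con 3, ConSul 4, DIO 3 or DIOSul 3, -0.068 without Con 3). They were also dissociation (0.330, Con 3, 0.218), the stress response (0.295, Con 3 or DIOSul 4, 0.116 without Con 3) and T cell markers (-0.455, Con 3, DIO 3 or DIOSul 3, 0.155 without Con 3). In T cells they were proliferation (-0.428, DIOSul 2, -0.078), the ribosome (0.249, 6 libraries, -0.038 without ConSul 2), dissociation (0.198, Con 3 or DIO 3, 0.149 without Con 3) and hypoxia (0.252, 6 libraries, 0.220 without DIO 2). In CD8 T cells they were the ribosome (0.48, kept, 0.215 without ConSul 2), oxidative phosphorylation (0.296, Con 1, ConSul 2, DIO 3 or DIOSul 4, 0.110 without ConSul 2) and proliferation (-0.482, Con 1, DIO 3 or DIOSul 2, -0.082 without DIO 3). In regulatory T cells they were glycolysis (0.411, kept, 0.212 without Con 1), hypoxia (0.504, DIO 2), interferon (-0.24, DIO 3 or DIOSul 3, -0.093 without DIOSul 3), the ribosome (0.30, ConSul 2, DIO 2 or DIOSul 3, 0.031 without ConSul 2) and dissociation (0.347, Con 1, Con 3, DIO 3 or DIOSul 4). They were also oxidative phosphorylation (0.167, 6 libraries, -0.018 without ConSul 2), the 9 genes (0.349, 7 libraries, 0.170 without ConSul 2), T cell markers (0.347, 8 libraries, 0.218 without DIOSul 2) and exhaustion (0.489, 6 libraries, 0.172 without DIO 2).

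Regrouped libraries said nothing about these interactions by gene count, since a count of 0 is met by any split. For them edgeR called 0 genes in cancer cells, macrophage-monocytes and T cells (231, 180 and 234 genes at an unadjusted p under 0.05, DESeq2 0, 1 and 0, limma voom 0, 0 and 0). All 100 drawn splits gave as many, and the highest other was 93, 1 and 3. For ConSul against Con edgeR likewise called 0 genes in each (433, 241 and 224 at an unadjusted p under 0.05, DESeq2 0, 1 and 0, limma voom 0, 0 and 0). All 35 splits gave as many, and the highest other was 1, 0 and 5. The split that called 93 genes set DIO 3, DIO 4 and DIOSul 2 in place of Con and Con 3, ConSul 1 and ConSul 4 in place of DIO, so its interaction carries the difference between the diets.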

How the results depend on the processing

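The depth block, the removal of a T sub-cluster, the lists for interferon and proliferation and the comparison of diets over both drug arms were chosen after the data had been seen, and the other alternatives were planned. Single genes that passed in none of the 3 main populations were followed as a set. Of those named, 11 passed somewhere, Pmp22 in cancer cells, and Fos, Igf2r, Nln, Pigv, Slc12a9, Tceal8, Cacna1d, Cd14, Snrpa1 and Ccl24 in macrophage-monocytes. The planned comparison of T cell receptor V genes was not run. Of 350 values of gene counts under an alternative 302 stayed within 1.5 times the count reported and 48 moved. Of 473 of lists, 387 kept direction and call, 49 lost the call, 13 gained it and 24 changed direction. Of 184 of shares, 171 were alike, 2 gained a call and 11 changed direction. Resolution 1.0 and doublets kept left the CD8 T cells as they were. The cause was not tested for any change below unless one is named.

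Gene counts moved with the tool. DESeq2 called 1 gene in cancer cells and 1 in T cells for DIO against Con, and in macrophage-monocytes 13 for DIO against Con, 3 for DIOSul against DIO, 1 for ConSul against Con and 1 for the interaction, where edgeR called 0. T cells gave 1 gene for DIO against Con with no filter on low counts and 1 with at most 5% mitochondrial UMIs, and macrophage-monocytes 1 for ConSul against Con in the largest cluster. With 1 library left out, edgeR counts ranged from 0 to 2 in cancer cells for DIO against Con (2 without Con 4) and from 0 to 1 in macrophage-monocytes for ConSul against Con (1 without Con 4).

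Diet over both drug arms gave 113 genes in cancer cells, and 337 with DESeq2, 198 with limma voom, 33 with the depth block, 17 with the replicate block, 72 with the study's gates and 2 to 290 with 1 library left out. It gave 51 in macrophage-monocytes, and 777 with DESeq2, 896 with limma voom, 0 with either block, 185 in the largest cluster, 96 with free RNA subtracted and 0 to 579 with 1 library left out. In T cells it gave 1, and 2 with DESeq2, with no filter and in the largest cluster, and 1 to 3 with 1 library left out.

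Camera with an estimated correlation and fry ended every call of these lists without changing the median. In DIO against Con they were, in cancer cells, MHC class I (-0.380), interferon (-0.491) and proliferation (0.398). In macrophage-monocytes they were MHC class II (-0.701), hypoxia (0.309) and interferon (-0.455), and in T cells MHC class II (0.810). In DIOSul against DIO they were proliferation in cancer cells (-0.133), MHC class II (0.723) and oxidative phosphorylation (0.174) in macrophage-monocytes, the ribosome in CD8 T cells (0.281) and MHC class II in T cells (-0.946). Over all alternatives the adjusted p of interferon in DIO against Con ranged from 1.67e-30 to 0.952 in cancer cells and from 7.15e-23 to 0.73 in macrophage-monocytes.

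The replicate block, which pairs samples by number, turned DIO against Con for oxidative phosphorylation to 0.204 (adjusted p = 0.00508, 0.00508 to 0.998 over alternatives) and for the ribosome to 0.217 in cancer cells. It turned oxidative phosphorylation to 0.161 in macrophage-monocytes and 0.173 in regulatory T cells, and the ribosome to 0.361 in CD8 T cells. For DIOSul against DIO it made calls of oxidative phosphorylation (0.10) and the ribosome (0.116) in cancer cells and ended that of the ribosome in CD8 T cells (0.153). The depth block ended the calls of proliferation in cancer cells for DIOSul against DIO (-0.080) and of MHC class II in macrophage-monocytes for DIO against Con (-0.531). It also ended those of their oxidative phosphorylation for DIOSul against DIO (0.138) and of MHC class II in T cells for DIO against Con (0.685).

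Interferon in macrophage-monocytes for DIOSul against DIO, turned to 0.093 with the depth block, where it passed (adjusted p = 0.0306), 0.017 with upper-quartile scaling, 0.018 with no filter, 0.006 with free RNA subtracted and 0.002 at resolution 1.0. The largest cluster alone gave 0.002 for oxidative phosphorylation in cancer cells (DIO against Con), 0.000 for their MHC class I (DIOSul against DIO), 0.450 for MHC class II in macrophage-monocytes (DIOSul against DIO, call ended). For MHC class II in T cells it gave 0.048 in DIO against Con, where the call ended, and 0.69 in DIOSul against DIO, which turned. Without 35 T cells of a sub-cluster led by class II genes the last 2 were 0.018 and 0.204, and resolution 1.0 ended the second (-0.614).

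With 1 library left out, medians for DIO against Con and then for DIOSul against DIO ranged as follows. In cancer cells they were oxidative phosphorylation -0.085 to 0.048 and 0.063 to 0.166, ribosome -0.165 to 0.021 and 0.026 to 0.243. They were MHC class I -0.527 to -0.300 and -0.135 to 0.091, interferon -0.732 to -0.295 and -0.199 to -0.002, proliferation 0.161 to 0.827 and -0.291 to -0.004. In macrophage-monocytes they were MHC class II -0.900 to -0.136 and 0.467 to 1.100, oxidative phosphorylation -0.156 to -0.010 and 0.113 to 0.276, then hypoxia 0.124 to 0.481 and -0.272 to 0.009, interferon -0.635 to -0.222 and -0.094 to 0.139. In the others they were ribosome in CD8 T cells -0.201 to -0.079 and 0.234 to 0.351, oxidative phosphorylation in regulatory T cells -0.267 to -0.055 and 0.032 to 0.261, MHC class II in T cells 0.477 to 1.703 and -1.475 to -0.648.

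Shares in points with 1 library left out follow, for DIO less Con, DIOSul less DIO and sulindac over both diets. For cancer cells they went from 17.066 to 31.631, -16.149 to -0.992 and -7.273 to 0.305. For macrophage-monocytes they went from -21.876 to -0.252, -7.945 to 13.679 and -0.141 to 10.671. For T cells they went from -8.166 to -1.387, -2.325 to 0.474 and -2.587 to 0.803, and for regulatory T cells from -1.721 to 7.859, -16.703 to -0.926 and -12.567 to -4.679. DIOSul less DIO in T cells turned to 0.227 with at least 2000 UMIs and to 0.087 as log2 odds, and DIO less Con in regulatory T cells to -3.92 within replicate numbers. Single-gene gates (the study used clusters) made a call of sulindac over both diets in regulatory T cells (-11.428, exact p = 0.0186).

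A simulated change of 1 on the log2 scale was recovered in 32.3% of genes for DIO against Con in T cells, against 73.7% in cancer cells, and CD8 and regulatory T cells were not simulated.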

Other observations

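The comparison of diets over both drug arms, the tests of depth, free RNA, clusters and mixed cells, and the choice of interferon as the lead were made after the data had been seen, and the correlation of interferon scores between cell types was written before. Taking both drug arms together, 7 control-diet against 6 high-fat libraries, the interferon and antigen presentation genes of cancer cells were lower on the high-fat diet at the level of single genes. There edgeR called 113 genes in cancer cells (26 higher, 87 lower). Lower were the interferon genes Phf11d (-1.27), Ifi208 (-1.24), Batf2 (-1.22), Zbp1 (-1.22) and Stat2 (-0.83 ± 0.10, adjusted p = 0.00799), and the class I genes H2-T22 (-0.71), Nlrc5 (-0.61), Psme1 (-0.63) and Psmb9 (-0.78). Higher were Col1a1 (2.94 ± 0.44, adjusted p = 0.0209), Acta2 (1.34), the adenosine-producing ectonucleotidase gene Nt5e (1.03), Olfml3 (0.90) and Pcolce2 (0.78). Of the 41 interferon genes 15 passed over all genes and 36 when adjusted over the list alone (median -0.74, camera adjusted p = 2e-27, 0.323 with an estimated correlation and 0.0219 by fry). Of the MHC class I genes 4 and 14 did (median -0.61, adjusted p = 2.08e-11, 0.323 with an estimated correlation and 0.0219 by fry).

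Macrophage-monocytes gave 51 genes (18 higher, 33 lower). Lower were Tgtp2 (-1.52), Sp140 (-0.95), Il27 (-0.89) and Irgm1 (-0.85). Higher were Lpin1 (1.22 ± 0.17, adjusted p = 0.0315), Sfxn1 (0.69), Grhpr (0.62) and Ifi27 (0.82), an interferon-induced gene that went against its group. Their interferon list had a median of -0.60 (adjusted p = 3.13e-23, 0.375 with an estimated correlation and 0.0157 by fry) and their MHC class I list of -0.49 (adjusted p = 5.38e-09, 0.375 with an estimated correlation and 0.0134 by fry). Genes that dissociation induces were lower (-0.23, adjusted p = 0.00116, -0.148 without DIOSul 3) and mitochondrially encoded genes higher (0.34, adjusted p = 1.46e-05), both kept whichever library was left out. Markers of fibroblasts (0.75, adjusted p = 0.036) and of cancer cells (2 genes, 1.44, adjusted p = 0.0496) were higher. The fibroblast call ended without Con 1 (0.49), ConSul 3, ConSul 4, DIO 2 (0.39), DIOSul 3 or DIOSul 4, with 1.13 without ConSul 1. The other ended without Con 1, Con 4, ConSul 2, ConSul 3, DIO 2, DIO 3, DIO 4, DIOSul 2 or DIOSul 4 (highest adjusted p = 0.0798). The depth block ended both (adjusted p = 0.253 and 0.0918), and free RNA stays open for both. None of these 4 lists passed with an estimated correlation (adjusted p = 0.489, 0.489, 0.731 and 0.375). In T cells 1 predicted gene passed, a leading gene of a T sub-cluster. Exact permutation of the scores within drug arms, with a smallest p of 0.00143, gave -0.79 for interferon (p = 0.00857, adjusted p = 0.0360) and -0.50 for MHC class I (p = 0.00143, adjusted p = 0.0150) in cancer cells. The exact tests gave -0.58 (p = 0.00286, adjusted p = 0.0200) and -0.42 (p = 0.00143, adjusted p = 0.0150) in macrophage-monocytes. They gave -0.22 for MHC class I in T cells (exact p = 0.00857, adjusted p = 0.0360) and 0.39 for hypoxia in macrophage-monocytes (exact p = 0.0129, adjusted p = 0.0451). Cancer cells were 19.1 points more of all cells on the high-fat diet (exact permutation p = 0.0129, adjusted p = 0.0643). Sulindac over both diets passed in none of the 21 score tests (lowest exact permutation p = 0.03, T cell MHC class II, adjusted p = 0.63). For it edgeR called 0 genes in the 3 populations (452, 549 and 251 at an unadjusted p under 0.05, DESeq2 0, 11 and 3, limma voom 0, 0 and 0).

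These gene counts were unstable. With the depth block edgeR called 33 genes in cancer cells and 0 in macrophage-monocytes (1682 at an unadjusted p under 0.05). With the replicate block it called 17 and 0 (1991 at an unadjusted p under 0.05), while with no block DESeq2 called 777 and limma voom 896 in macrophage-monocytes. With 1 library left out the counts in cancer cells were 2 without DIOSul 3, 3 without DIO 3, 6 without DIOSul 2, 9 without ConSul 4, 23 without DIO 4, and 30 without DIO 2. They were 31 without Con 1, 43 without ConSul 1, 194 without DIOSul 4 and 290 without Con 4. In macrophage-monocytes they were 0 without Con 1, ConSul 2, ConSul 3, ConSul 4, DIO 4, DIOSul 2, DIOSul 3 or DIOSul 4. They were 1 without DIO 2, 397 without ConSul 1 and 579 without Con 4, and in T cells 2 without ConSul 2 and 3 without DIOSul 2. The exact score tests moved less. With 1 library left out the cancer interferon difference ranged from -0.976 to -0.656 (highest exact p = 0.0200, without ConSul 1) and that of macrophage-monocytes from -0.663 to -0.475 (highest exact p = 0.0114, without DIO 2). Of 100 splits of the libraries within drug arms, 2 gave as many genes in cancer cells (113, highest other 247). In macrophage-monocytes 2 did (51, highest other 117) and in T cells 5 (1 gene, highest other 8), all for the fit with no block. For the interferon list, 5 of 100 gave as small an adjusted p in cancer cells (smallest other 1.09e-40). In macrophage-monocytes 3 did (smallest other 1.7e-27). The comparison was chosen after the data had been seen, so none of these shares excludes chance. The same split gave the 247 and the 117 genes. It set Con 1, Con 3, ConSul 2, ConSul 3, DIO 2 and DIOSul 3 against the others, and what parts these was not tested.

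Lower interferon transcripts in DIO than in Con could reflect sequencing depth, since no Con library was among the 4 over 50000000 UMIs, or free RNA, or a different mix of macrophage clusters. A term for depth left 1.048 of the mean change in cancer cells and 0.834 in macrophage-monocytes, and subtraction of free RNA left 1.047 and 1.005, each with the call kept, which argues against both as the whole cause. The mix of clusters stays open as part of the cause in macrophage-monocytes. The largest cluster alone kept 0.397 of the change, which pointed to the mix. A second value computed after that, the mean over 6 clusters weighted by cells, kept 0.689 (-0.351). Cluster means were -0.202, -0.601, -0.09, -0.649, -0.29 and -0.669 for clusters 0, 1, 2, 5, 8 and 16. Cluster 2, which moved least (adjusted p = 0.252), held 15.4% of these cells in Con and 32% in DIO. How much of the change the mix accounts for stays open. So does an effect of obesity on interferon signalling, which the groups would allow.

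If the interferon level were set tumour by tumour, the scores of cancer cells and macrophage-monocytes should vary together within groups. Over 13 libraries they did so across groups (Pearson r = 0.838, permutation p = 0.00078, adjusted over 12 tests 0.00468). Less their group means r was 0.505 (permutation p = 0.0758, adjusted p = 0.152), the rank correlation 0.209 (permutation p = 0.493), and r -0.331 without the 2 farthest libraries. With free RNA subtracted r less group means was 0.557 (permutation p = 0.0471, adjusted p = 0.152), and 0.249 without the 2 farthest libraries. The 13 libraries were too few to tell a shared tumour level from none.

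Higher MHC class II transcripts in T cells of DIO tumours could be those of cells that held transcripts of T cells and of antigen-presenting cells together, such as doublets that had passed the sort, or those of the T cells themselves, and this stays open. Leaving out 35 of 2839 T cells (1.23%, with 7.14% in DIO 4 and 3.95% in Con 4) left 0.02 of the change, but these cells were set apart by MHC class II genes, so their removal had to lower the list and does not decide. Macrophage markers in T cells did not pass between DIO and Con (5 higher, 4 lower, median 0.36, adjusted p = 0.377). Subtraction of free RNA left 2.046 of the change. The estimate behind it was 33.67% in T cells of DIO 4, against 0.96% in regulatory T cells of that library. In DIOSul 2 it was 29.53% against 1.56%. An estimate that differs so much within a library cannot decide on free RNA. Antigen-presenting T cells or true contacts between cells were not tested.

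Ccl1 transcripts of CD8 T cells, chosen after the values were seen, were also lower with sulindac over both diets (-4.14 ± 0.33, adjusted p = 4.27e-06), a call kept under 18 alternatives and over T cells with a Cd8a UMI (-3.21, adjusted p = 0.00333), and ended over sub-clusters with Cd8a in at least 40% of cells (-1.08, adjusted p = 0.999). In DIO all 144 UMIs came from 9 cells of 1 T sub-cluster, so a change in a small clone or state of cells and a change of expression were not told apart. In DIOSul 79 UMIs lay in 5 of the 20 cells of another sub-cluster that was not named CD8 but held Cd8a in 44.8% of cells, so the drop with sulindac could be one of naming, and this stays open. Groups held 2 to 4 libraries with 20 or more CD8 T cells, and no split of the libraries was run.

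Splits for the main comparisons were too few to give a share under 5 in 100, since 3 against 3 libraries make 10. For DIO against Con and DIOSul against DIO the real count by edgeR was 0 in cancer cells (826 and 242 genes at an unadjusted p under 0.05, DESeq2 1 and 0, limma voom 0 and 0). It was also 0 by edgeR in macrophage-monocytes (1059 and 408 at an unadjusted p under 0.05, DESeq2 13 and 3, limma voom 0 and 0) and T cells (370 and 255, DESeq2 1 and 0, limma voom 0 and 0). All 10 splits gave as many, as any split must against a count of 0, so these say nothing about the groups. The highest other was 41 and 1 in cancer cells and 0 in the others. By lists in cancer cells, the splits with as small a p for the 2 comparisons, with the smallest other p, were 10 (0.00704) and 6 (1.9e-08) for oxidative phosphorylation and 9 (3.47e-05) and 4 (2.12e-09) for the ribosome. They were 2 (3.53e-06) and 8 (3.94e-06) for MHC class I, 4 (8.14e-26) and 6 (4.85e-07) for interferon, and 2 (2.46e-14) and 4 (5.1e-11) for proliferation. In macrophage-monocytes they were 4 (4.78e-05) and 3 (2.5e-06) for MHC class II, 6 (0.0178) and 2 (1.02e-06) for oxidative phosphorylation. They were 2 (4.36e-09) and 5 (8.11e-07) for hypoxia, and 2 (1.06e-21) and 9 (7.97e-07) for interferon. The counts were never under 2 of 10, and the highest belong to lists whose real p was not small, which most splits match.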
